A study of Mus musculus with 6 samples. Its data were reported in "The Use of Targeted Next Generation Sequencing to Explore Candidate Regulators of TGF-β1’s Impact on Kidney Cells" (2018).

How the data were processed

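RNA was sequenced from primary mouse mesangial cells, the contractile support cells of the kidney glomerulus. TGF-β1 is transforming growth factor beta 1, a secreted protein that drives scarring. Per the labels, cells of passage 3 to 6 were grown in medium with 25.5 mM glucose and 20% serum, and the treated cultures received TGF-β1 at 10 ng/ml for 72 h. There were 3 Control and 3 TGF-β1 libraries, numbered 1 to 3 in each group. Groups and replicate numbers came from the sample labels, and no column was left unmatched.

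The authors removed low-quality reads, mapped the rest to the mouse genome build mm9 with TopHat and estimated FPKM with Cufflinks. FPKM divides the number of fragments of a transcript by its length in kilobases and by the mapped fragments of the library in M (mega). The deposited values are FPKM in 1 column per library, with no scaling between libraries stated. The authors tested for differential expression with a count model (DESeq). Counts were not used here, so the test below differs from theirs. Each of the 19730 rows carries a transcript identifier and a gene symbol. There are 19642 distinct symbols, and 48 symbols have more than 1 row. It is not stated whether a row holds the value of its gene or only of the transcript named, and fold changes of genes with several transcripts carry that limit. No row is 0 in all 6 libraries. In the mm9 gene annotation (GENCODE M1), 19699 rows were found by transcript identifier, and 19555 of these had the same symbol. GC content came from the protein-coding transcript sequences of that annotation. Coordinates are 1-based positions of the gene on mm9. Whether the FPKM estimate used the strand of a read is not stated, so genes that overlap another gene are uncertain.

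Depth was recovered from the low FPKM values. In 715 protein-coding genes with a single annotated transcript and FPKM under 0.6, the values were tested for being whole multiples of the value of 1 fragment. They were in 83.8% of these genes, against 0.559% when the values were jittered. With an assumed fragment length of 200 nt, the steps correspond to 11.1, 11.1 and 10.8 M fragments in Control replicates 1 to 3 and to 11.0, 10.1 and 10.8 M in TGF-β1 replicates 1 to 3. The deepest library exceeded the shallowest by 9.30%. The steps were read with the effective length, which is the transcript length less the fragment length. At an effective length of 2 kb, an FPKM of 1 therefore rests on 20.2 to 22.1 fragments, and an FPKM of 3 on 60.7 to 66.4. A transcript of 2 kb in full length has fewer. These are approximate, and no count model was run.

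An exact 0 in an FPKM table can be a failed estimate. Of 6135 protein-coding rows of at least 500 nt with a mean FPKM of at least 10, 3 were listed at 0 in at least 1 library. Genes with a 0 are therefore described as listed at 0, and no fold is given against a group at 0.

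Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. Rows with a mean FPKM of at least 1 over the 6 libraries were tested, which left 11898 rows, 10845 of them protein coding. Rows are called genes below where each row is 1 gene. An adjusted p under 0.05 was called changed, and a change of at least 1 on the log2 scale was called 2-fold. A change given as log2 is on the log2(FPKM + 1) scale, which understates the change of low genes. Genes under the filter that are named were taken from the same test without the filter. In simulated data with the means and spread of these rows, 83.5% of 200 changed rows were recovered and 4.57% of the calls were false. Simulated gene sets without a change passed an unadjusted camera p of 0.05 in 2 of 100 cases. The simulated noise was independent between genes, and only 200 of 11898 rows changed, by 1 or 2 log2 units. In the data 48.1% of rows were called, with a median absolute change of 0.71. The simulated rates may therefore not carry over to the data.

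Gene lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Camera asks whether a list is shifted in 1 direction against the other genes. Fry asks whether the genes of a list shift, without a comparison with the other genes. Lists with at least 5 tested genes were tested. The 13 preset lists covered TGF-β targets, collagens and matrix, contractile genes, cholesterol synthesis, ATF4 and amino acid genes, the interferon response, cell cycle, integrins, Wnt ligands and receptors, and markers of epithelial cells, macrophages, endothelium and sex. Further lists held genes that the study gave as gaining or losing DNA methylation or H3K27me3 (trimethylation of lysine 27 of histone H3), and the genes it ranked highest. Among changed genes, the direction of expression was set against the direction of methylation by Fisher's exact test. Numbers of detected genes (FPKM of at least 3) were compared with an exact permutation test. Changed genes were divided into 5 equal ranks by mean FPKM in each group. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

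Genes named in the text were chosen by a rule set before the data were examined: the 5 largest increases and decreases among changed genes whose groups did not overlap, 5 known TGF-β responses, the genes that the study's text names for expression, the member of each preset list with the largest change, and members of the study's lists that were not called changed. Not every gene that the rule selects is described. Genes outside the rule are said to be chosen after their values were seen. The groups, the tests, the preset lists and a first set of alternative settings were fixed in the same way. That set held other pseudocounts, filters and scalings, quantile normalization, other variance settings, 1 row per symbol, a replicate block and leaving out each library in turn. Alternatives added after seeing the data were protein-coding rows of at least 300 nt with or without rescaling to their sum, removal of each library's trend with GC content and length (loess, span 0.5), the replicate 2 libraries as a batch term, and replicates 1 and 3 alone.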

Results

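Gene expression was measured by RNA-Seq in primary mouse mesangial cells, in 3 Control libraries and 3 libraries of cells treated with TGF-β1 at 10 ng/ml for 72 h. The design asks which genes change with the treatment. Depth, as recovered from the lowest FPKM steps, was 10.1 to 11.1 M mapped fragments per library. Across tested rows, Pearson's r of log2(FPKM + 1) between libraries was 0.876 to 0.940 within groups and 0.818 to 0.853 between groups. Genes are not independent replicates, so these values only describe the libraries.

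The replicate 2 libraries of both groups differed from the other libraries. Among protein-coding rows of at least 300 nt, 45 rows were at least 2-fold lower in both Control replicate 2 and TGF-β1 replicate 2 than in each of the other 4 libraries. No other pair of a control and a treated library had more than 4 such rows. The deviations of the 2 libraries from their group means had a correlation across genes of 0.418, against at most 0.210 for any other pair. In TGF-β1 replicate 2 the deviation fell with the GC content of the transcript, with Spearman's rho across genes of -0.394, and in Control replicate 2 rho was 0.0091. Results are therefore also given with the replicate 2 libraries as a batch term and within replicates 1 and 3. Replicate 2 on its own holds 1 library per group and gives no test.

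**Figure D1:**
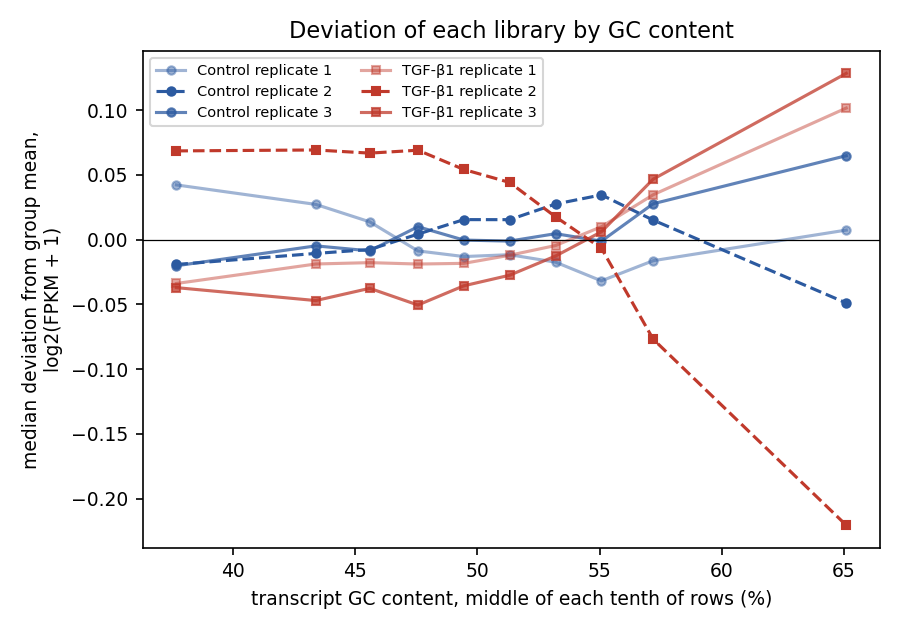
Median deviation of each library from its group mean, in log2(FPKM + 1), against transcript GC content (%), for 10080 protein-coding rows divided into 10 bins of equal size by GC content. Circles are Control libraries, squares are TGF-β1 libraries, and dashed lines are replicate 2; in the bin with the highest GC content, TGF-β1 replicate 2 lies at -0.22 and Control replicate 2 at -0.05.

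Expression of 5721 of 11898 tested genes differed between TGF-β1-treated and Control cells (limma, adjusted p under 0.05), which is 48.1%. Of these, 2911 were upregulated and 2810 were downregulated. The median absolute change of the changed genes was 0.71 on the log2 scale, and 1659 genes changed at least 2-fold (781 up and 878 down). The groups did not overlap in 59.4% of tested genes, where chance gives 10%. With replicate 2 as a batch term 5947 genes changed, and within replicates 1 and 3 alone 4340 changed. Rescaling all rows to a common sum moved the count most, to 0 genes, with 0 genes at an unadjusted p under 0.05. In that scaling, 1 very short RNA, listed at up to 2.64e+09 FPKM, took at least 87.1% of the FPKM sum in 4 libraries, and another (Snord87) took 56.1% in Control replicate 2. When the rescaling used only protein-coding rows of at least 300 nt, the median change of all genes shifted by -0.19, and 2075 genes were upregulated and 4204 downregulated.

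**Figure D2:**
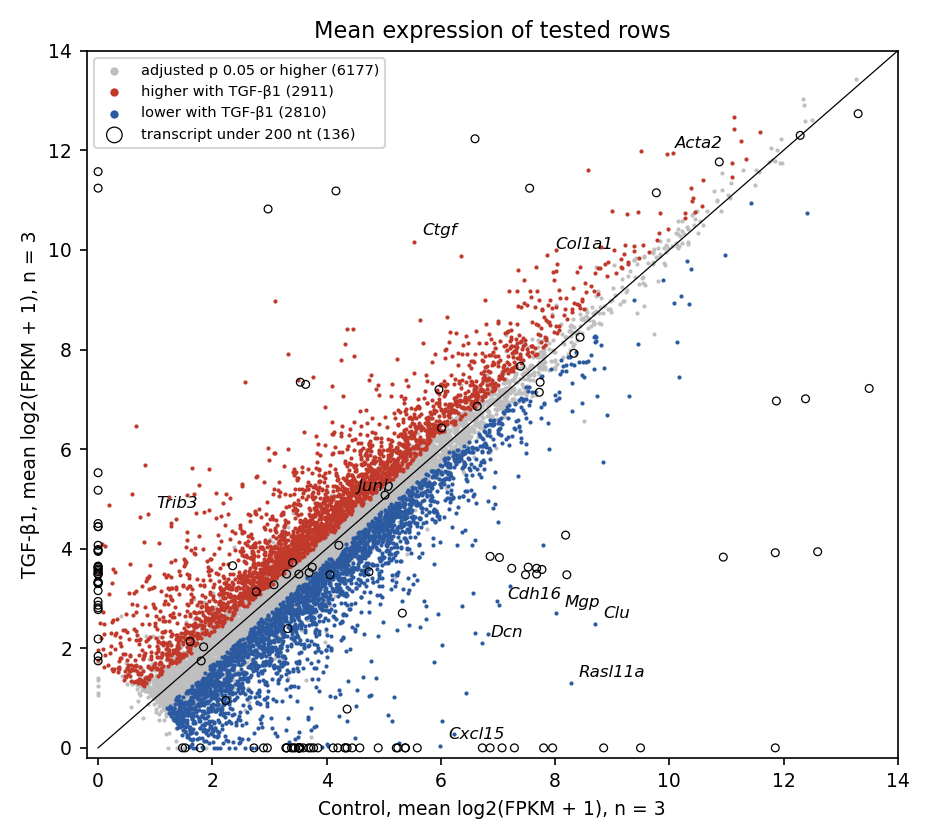
Mean log2(FPKM + 1) of each tested row in Control (x axis) and TGF-β1 (y axis) libraries, n = 3 each. Red rows (2911) were higher and blue rows (2810) lower with TGF-β1 at an adjusted p under 0.05, grey rows were not called, open circles are the 136 rows under 200 nt whatever their call, and 6 rows with a group mean above 14 lie outside the axes.

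Established TGF-β response genes were examined first. Ctgf (mm9 chromosome 10, 24315248 to 24318489) rose from 48.2 ± 19.4 to 1154 ± 152 FPKM (SD, n = 3), a log2 change of 4.63 (SE 0.3005, limma adjusted p 9.54e-05). Col1a1 (chromosome 11, 94797538 to 94814356) rose from 231 ± 6.10 to 953 ± 37.4 FPKM, Acta2 (chromosome 19, 34315580 to 34329826) from 997 ± 89.7 to 3887 ± 348 FPKM, and Smad7 (chromosome 18, 75527183 to 75555589) from 11.9 ± 1.84 to 39.3 ± 2.25 FPKM. The log2 changes of these 3 genes were 2.04, 1.96 and 1.66, with limma adjusted p-values of 1.72e-05, 8.64e-05 and 1.62e-04. Ctgf and Col1a1 each overlap a gene annotated on the opposite strand.

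**Figure D3:**
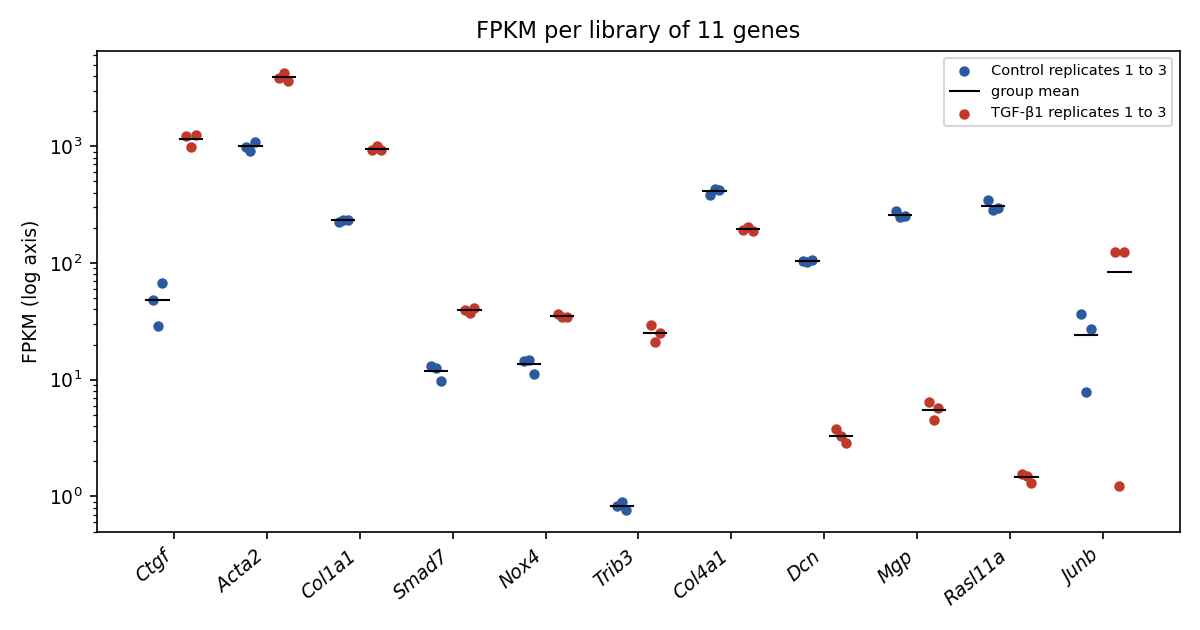
FPKM (log axis) of 11 genes in each library, with Control replicates in blue, TGF-β1 replicates in red and a black bar at each group mean (n = 3). The groups do not overlap in 10 of the 11 genes, and in Junb the replicate 2 values lie at 7.88 FPKM in Control and 1.23 FPKM with TGF-β1, below the other 2 replicates of each group.

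Among the 5 largest increases on the log2(FPKM + 1) scale, 3 were rows of short RNAs. AC127366.1 (126 nt, chromosome 8, 114741998 to 114742123) and Mir3074-1 (117 nt, chromosome 13, 63402488 to 63402604) were listed at 0 in every Control library. Mir3074-1 overlaps 2010111I01Rik on the opposite strand. With TGF-β1 the 2 rows were listed at 1417 to 5510 FPKM and at 2177 to 2871 FPKM. Vault (143 nt, chromosome 18, 36961520 to 36961662) was listed at 0, 486 and 0 FPKM in the Control libraries and at 1446 to 2199 FPKM with TGF-β1, and its limma adjusted p was 0.0350. That call was lost in 5 of the 6 fits that left out 1 library, all but that without Control replicate 2, with adjusted p-values up to 0.102. AA467197 (chromosome 2, 122462722 to 122466927), which overlaps Mir147, was also among the 5 and rose from 0.577 ± 0.113 to 87.8 ± 15.7 FPKM (log2 change 5.80, limma adjusted p 4.41e-06). AC123619.1 (114 nt, chromosome 13, 60630657 to 60630770) had the largest decrease, from 1861 to 9181 FPKM in Control to a listed 0 in every TGF-β1 library. Rows under 200 nt varied far more between replicates than longer rows, with a median SD in Control of 5.24 log2 units against 0.15 for rows of 300 nt or longer.

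The other 4 of the 5 largest decreases were in protein-coding genes. Rasl11a (chromosome 5, 147656647 to 147659302) fell from 309 ± 30.5 to 1.45 ± 0.144 FPKM (log2 change -6.98, limma adjusted p 8.73e-07). Clu (chromosome 14, 66587320 to 66600385) fell from 415.5 ± 19.5 to 4.59 ± 0.415 FPKM (log2 change -6.22). Agt (chromosome 8, 127080434 to 127093606) fell from 74.2 ± 5.15 to 0.22 ± 0.105 FPKM (log2 change -5.95). Cxcl15 (chromosome 5, 91223560 to 91232093) fell from 62.7 ± 4.27 FPKM to values of at most 0.0513 FPKM, which is about 1 fragment at this depth, and it was listed at 0 in TGF-β1 replicate 1. It overlaps the short gene AC105995.1 on the opposite strand.

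The number of genes detected at an FPKM of at least 3 was compared between groups. It was 9859 ± 6.66 in Control and 9550 ± 43.5 with TGF-β1 (SD, n = 3), a difference of -309 genes. Every TGF-β1 library had fewer detected genes than every Control library, with 9516 to 9599 against 9855 to 9867. The two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 allows. In replicates 1 and 3 alone the counts were 9856 and 9855 in Control and 9535 and 9599 with TGF-β1. At a threshold of 10 FPKM, the alternative that moved it most, the difference was -89.7 genes, and at 1 FPKM it was -467 genes.

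The study ranked changed genes by their abundance in each group, and a ranking of the same kind was made here on genes with a mean FPKM of at least 1. Of the 5721 changed genes divided into 5 equal ranks, 2827 (49.4%) kept their rank, 2520 moved by 1 rank and 294 by 2 ranks. A further 80 moved by 3 or more ranks, 37 upwards and 43 downwards. In all 80, every TGF-β1 library ranked beyond every Control library in that direction. There were 22 genes that moved from rank 1 to rank 4, 6 from rank 1 to rank 5, 9 from rank 2 to rank 5 and 8 from rank 5 to rank 1. Among the 80 were 3 rows under 200 nt. Without the filter on low values, 47 rows moved by 3 or more ranks, 11 of them from rank 1 to rank 4 and 4 from rank 1 to rank 5.

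**Figure D4:**
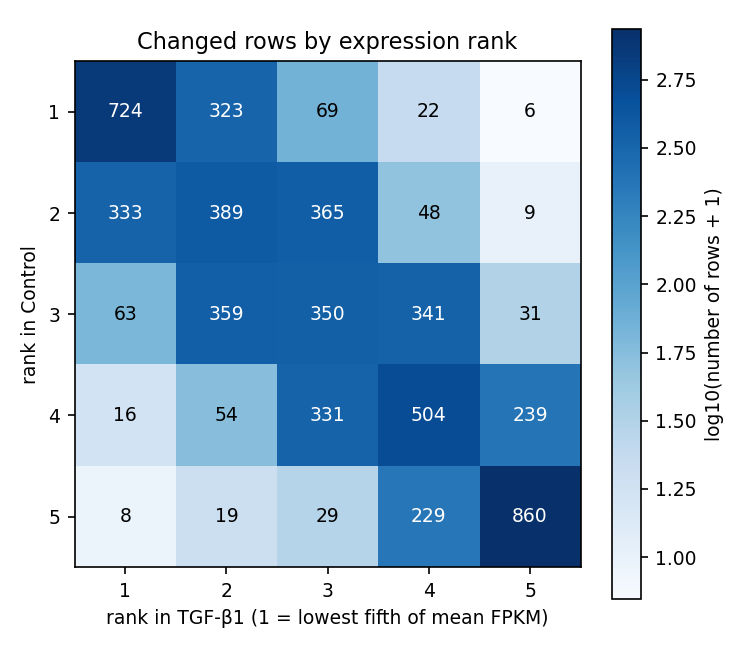
Number of changed rows by rank in Control (vertical axis, 1 holds the lowest mean FPKM) and rank in TGF-β1 (horizontal axis), with shading on the log10(number + 1) scale. Counts are highest on the diagonal, 724, 389, 350, 504 and 860 rows, and the 2 far corners hold 6 and 8 rows.

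Preset gene lists were tested next, and 7 of the 10 lists with enough tested genes differed from the other genes (camera, adjusted p under 0.05). The TGF-β target list was higher (25 tested, 21 up and 1 down, median log2 change 1.32, camera adjusted p 1.52e-08). The contractile list was higher (19 tested, 16 up and 2 down, median 1.56, camera adjusted p 2.96e-07). Cholesterol synthesis genes were higher (24 tested, 22 up and 0 down, median 1.79, camera adjusted p 1.07e-11), and so were ATF4 and amino acid genes (36 tested, 33 up and 1 down, median 1.51, camera adjusted p 5.28e-13). These 4 lists also passed with an estimated correlation between genes, with camera adjusted p-values of 0.0206 to 0.0486. All 7 passed under fry, which does not show a difference from the other genes. Collagens and matrix genes (38 tested, 25 up and 8 down, median 0.92, camera adjusted p 2.98e-05), integrins (11 tested, 6 up and 1 down, median 0.40, camera adjusted p 0.0444) and epithelial markers (9 tested, 1 up and 8 down, median -2.08, camera adjusted p 3.27e-05) did not pass with an estimated correlation, at 0.108, 0.124 and 0.0667. The integrin list also failed without TGF-β1 replicate 1, at 0.0586, and its adjusted p was 0.0043 to 0.150 over the settings tried with camera. The number of lists was 7 both with replicate 2 as a batch term and within replicates 1 and 3. Adjusted over the list alone, 22 TGF-β targets, 18 contractile, 22 cholesterol synthesis, 35 ATF4 and amino acid, 34 collagen and matrix, 9 integrin and 9 epithelial genes changed, against 22, 18, 22, 34, 33, 7 and 9 over all genes.

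Camera found no shift in 1 direction in 3 lists. Interferon response genes (17 tested, 4 up and 2 down) had a camera adjusted p of 0.929. For cell cycle genes (31 tested, 3 up and 7 down) it was 0.440. For Wnt ligands and receptors (23 tested, 10 up and 10 down) it was 0.929. Fry called only the interferon list of these 3, downwards at an adjusted p of 0.00114. Adjusted over the list alone, 5, 10 and 20 of the interferon, cell cycle and Wnt genes changed. Camera cannot rule out change in the Wnt list, where 20 of 23 genes changed but in both directions. Macrophage markers (4 tested, 2 down) and sex genes (4 tested, 2 up) had too few genes for a test at this filter. So did endothelial markers (2 tested, 0 changed, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05). Without the filter, 4 macrophage (2 up and 2 down), 5 endothelial (3 up and 2 down) and 0 sex genes were called. Camera did not call these lists there, with adjusted p-values of 0.953, 0.580 and 0.386 for macrophage, endothelial and sex genes. The members with the largest log2 change in their list included Dcn (-4.62), Cnn1 (3.17), Trib3 (3.83), Ifit3 (-4.15), Tpx2 (1.04), Itga5 (2.65), Wnt16 (-5.32), Cldn2 (-4.41), Cd14 (-3.45) and the Y-linked Ddx3y (0.66). The limma adjusted p of Ddx3y, 0.0371, did not stay under 0.05 in 4 of the 6 fits that left out 1 library (Control replicate 2 or any of the TGF-β1 replicates), and it was 0.0227 to 0.121 over its alternatives apart from the rescaling to a common sum. Some collagens fell, which was seen after the values were known. Col4a1 fell from 411 ± 26.1 to 194.5 ± 7.55 FPKM and Col4a2 from 312 ± 17.8 to 108 ± 4.24 FPKM, while Fn1 rose from 386 ± 63.4 to 3134 ± 103 FPKM. Col4a1 and Col4a2 overlap on opposite strands. Rescaling all rows to a common sum shifted the median of all genes by 0.48, and in that scaling alone Col4a1 had a positive change, of 0.23, which lies below the shift.

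**Figure D5:**
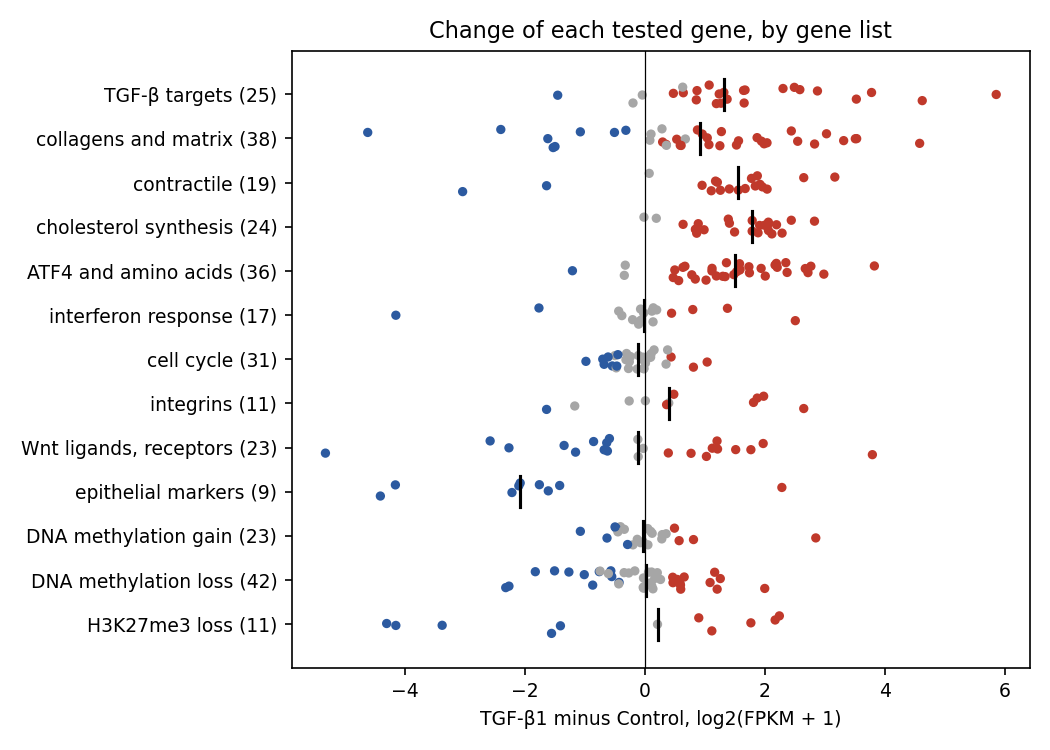
Log2 change, TGF-β1 minus Control on the log2(FPKM + 1) scale, of each tested gene in 13 gene lists, with the number tested in brackets and a black bar at the list median. Red genes were higher, blue lower and grey not called (limma, adjusted p under 0.05); the TGF-β target, contractile, cholesterol and ATF4 lists lie mostly to the right of 0, and the methylation lists spread to both sides.

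The study set expression against changes in DNA methylation and H3K27me3 measured in other libraries, which were not analysed here, so the lists of genes are the study's and the expression values are from the 6 RNA-Seq libraries. Of the genes listed with a gain of DNA methylation, 23 were tested and 9 changed, 4 up and 5 down. Of those with a loss, 42 were tested and 23 changed, 12 up and 11 down. Expression thus ran opposite to DNA methylation in 17 of 32 changed genes (two-sided Fisher's exact test across genes, p = 1). With replicate 2 as a batch term it was 17 of 33 and within replicates 1 and 3 it was 14 of 29, both with an exact p of 1. Of genes with a loss of H3K27me3, 11 were tested and 10 changed, 5 up and 5 down, and none of the 6 matched genes with a gain passed the filter on low values. None of the 3 lists tested by camera was shifted in 1 direction against the other genes. The camera adjusted p-values were 0.892 and the lowest unadjusted p was 0.795, so 0 lists also passed unadjusted. A list whose members change both ways can be missed by this test. The H3K27me3 loss list is of that kind, with 10 of 11 genes changed against 48.1% of all tested genes. Under fry the H3K27me3 loss list was lower, at an adjusted p of 6.07e-04, although its members went both ways. Adjusted over the list alone, 9 genes with gained and 23 with lost DNA methylation and 10 with lost H3K27me3 changed. Klf7 fell from 16.6 ± 1.94 to 11.4 ± 0.996 FPKM (log2 change -0.50, limma adjusted p 0.0128). It overlaps 2 genes on the opposite strand. Without the filter, Gja4 rose from 0.0624 ± 0.108 to 0.710 ± 0.277 FPKM (limma adjusted p 0.0153). Wnt1 was listed at 0 in every Control library and at 0.276 to 0.467 FPKM with TGF-β1 (limma adjusted p 0.00337). Tnxb was not called (limma adjusted p 0.253), although its groups did not overlap, with 0.0279 to 0.0790 FPKM in Control and at most 0.0107 FPKM with TGF-β1. At such values the pseudocount of 1 leaves a log2 change of -0.063, so the missing call says little. The log2 ratio of its mean FPKM was -3.76, which rests on at most 1.32 fragments per TGF-β1 library. No other pseudocount was tried for genes under the filter.

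Genes that the study ranked highest were chosen on these same samples, so their values here are not independent evidence. Of its top upregulated genes, all 10 were higher with TGF-β1, 9 were listed at 0 in every Control library and 8 had a mean FPKM under 1. Only Tnfrsf11b and Syn1 passed the filter and both were called. Tnfrsf11b was listed at 0 in Control and reached 2.89 ± 0.279 FPKM with TGF-β1 (limma adjusted p 8.21e-05). Without the filter all 10 were called, Mmp9 at 0.590 to 0.966 FPKM and Il6 at 1.34 to 2.29 FPKM with TGF-β1, and Rxfp3, Megf6, Cyp26a1, Acvrl1, Nckap1l and Fcgr3 with group means of 0.264 to 0.907 FPKM. The top downregulated genes matched 9 rows, and all 9 were listed at 0 in every TGF-β1 library. Of these, 4 passed the filter and were called. Without the filter 8 of the 9 were called, Rassf9, Dpp4, Lrrtm1 and Lctl among them, and Dcc was not (limma adjusted p 0.124), at 0.0399 to 0.117 FPKM in Control and listed at 0 with TGF-β1. At such values the pseudocount of 1 leaves Dcc a log2 change of only -0.099. The counts adjusted over the list alone were 2 and 4. All 14 matched genes that the study moved up in rank and all 7 that it moved down were called in that direction, over all genes and adjusted over the list alone. Among them, Cdh10 rose from 0.666 ± 0.135 to 24.1 ± 2.66 FPKM, Trib3 from 0.830 ± 0.0711 to 25.2 ± 4.38 FPKM, and Mgp fell from 258 ± 16.7 to 5.55 ± 0.968 FPKM. Nox4 rose from 13.6 ± 1.95 to 35.1 ± 1.09 FPKM (limma adjusted p 2.71e-04).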

Values the study reported

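The study reported 5140 genes with significantly different expression, 2600 of them upregulated and 2540 downregulated, at a false discovery rate of 5%. Each rank of its quintile analysis held 1028 genes. It listed 10 genes that moved from rank 1 in controls to rank 4 after treatment, and no gene that moved from rank 1 to rank 5. It gave a log2 fold change of 17.29212337 for Tnfrsf11b and 15.10553835 for Syn1. It reported 97 genes with differential DNA methylation, 31 hypermethylated and 66 hypomethylated. Of the differentially expressed genes, 32 had changed DNA methylation and 17 of these showed a negative relation. It reported 40 genes with differential H3K27me3, 15 of which were differentially expressed, 6 in the opposite direction to the mark.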

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

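Directions and calls were recomputed under 17 refits set before the data were examined and 5 added after the data were seen (protein-coding rows of at least 300 nt, rescaling to the sum of those rows, removal of the trend with GC content and length, replicate 2 as a batch term, and replicates 1 and 3 alone).

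The number of genes changed by TGF-beta1 stayed within 1.5 times of 5721 under all alternatives except 2. At an adjusted p under 0.01 it was 3672, by construction of a stricter threshold. Rescaling all rows to a common sum left 0 genes, 0 upregulated and 0 downregulated, and 0 at 2-fold, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 1. In this scaling 0 genes of each of the 4 published lists passed. In 4 libraries its scale was set by Mir5105, listed at 2.61e+09 and 2.38e+09 FPKM in Control replicates 1 and 3 and at 0 in Control replicate 2, so the scaling itself shows the cause. The fits that left out 1 library called from 4451 to 5422 genes, the lowest without TGF-β1 replicate 1, and from 1608 to 1710 at 2-fold. With the trend in GC content and length removed, 4494 of the 5008 main calls tested there were called in the same direction.

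Replicate numbers are shared between groups in the labels. The deviations of libraries with the same number correlated across genes at 0.0921, 0.232 and 0.0853 for replicates 1, 2 and 3 over all tested rows. Over protein-coding rows of at least 300 nt they were 0.210, 0.418 and 0.152, but there Control replicate 1 also went with TGF-β1 replicate 3 (0.201) and Control replicate 3 with TGF-β1 replicate 1 (0.127). The correlations therefore set replicate 2 apart and do not pair replicates 1 and 3 by number, and the numbers were not taken to pair the samples. With a replicate block 5391 genes changed, 5066 of them shared with the unblocked call, and 1676 changed at 2-fold.

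For the quintile moves, 47 rows moved by 3 or more ranks without the filter on low values, against 80. The cause was not tested. Leaving out 1 library gave 79 to 84. The difference in detected genes ranged from -334 to -292 in the fits that left out 1 library.

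With camera and an estimated correlation 4 preset lists passed, against 7. The cause was not tested. The integrin list had the least stable call. It failed without the filter (adjusted p 0.150), under median-ratio scaling (0.0502), quantile normalization (0.0794), protein-coding rows (0.0553), an estimated correlation (0.124) and without TGF-β1 replicate 1 (0.0586). The medians of the TGF-β, collagen, contractile, cholesterol, ATF4, integrin and epithelial lists kept their sign under every alternative. Without the filter on low values the epithelial median was -0.21 over 26 genes, against -2.08 over 9, and the integrin median was 0.02 over 20 genes, against 0.40 over 11. For the genes with changed methylation, 1 list passed under fry and 1 when all rows were rescaled to a common sum, against 0, and both were the H3K27me3 loss list. Fry asks a different question from camera. The cause under the rescaling was not tested. The Fisher p for DNA methylation was 0.476 to 1 over the alternatives that gave calls.

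For the study's top genes, the filter sets the count. Without it 10 upregulated and 8 downregulated genes passed, and with a mean FPKM of at least 3 it was 1 and 0.

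Of 73 genes examined one by one, 57 were compared across alternatives. Apart from the rescaling to a common sum, 49 had the same outcome throughout, called or not called. Eif2s3y, Mir5105 and Snord87 were among those never called. A call was lost under at least 1 alternative in 3 genes (Vault, Ddx3y and the sex-linked Uty). It was gained in 5 (Junb, Hspg2, Fstl3, Meg3 and Kdm5d). No called gene reversed. Klf7 kept its call in those, with adjusted p-values up to 0.0497.

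Depth limits the lowest genes. Wnt1 at 0.276 to 0.467 FPKM rests on about 6.09 to 11.2 fragments per TGF-β1 library, and a listed 0 in Control does not show absence at this depth.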

Other observations

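The tests below were chosen after the results they bear on had been seen, and so were the genes Junb, Hspg2, Fstl3, Syn1, Meg3, Rian, Cdh16, Pax2, Pax8, Krt8, Krt18, Cdh1, Xist, Kdm5d, Uty, Eif2s3y, Isg15, Mylk, Atf4 and Mir5105.

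Of the 10 splits of the 6 libraries into 2 groups of 3, only the real 1 gave as many changed genes, 5721 against 0 to 3 in the other 9. The same held for changes of at least 2-fold (1 of 10 splits, 1659 against 0 to 3) and for preset lists (1 of 10 splits, 7 lists against 4 to 6). All 10 splits gave 0 methylation lists. With 10 splits the share is never under 0.1, so chance cannot be excluded this way. The other splits hold 2 libraries of one group and 1 of the other on each side, and so keep part of the treatment difference, which bears on the list counts.

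Replicate 2 of both groups lost signal at a set of GC-rich genes. The 45 rows that were at least 2-fold lower in both replicate 2 libraries had a median GC content of 61.7% (42 rows with a sequence), against 50.4% for tested rows. None of 10000 random draws of tested rows reached this median (permutation p of 1e-04, the smallest these draws can give). Lower depth was argued against for Control replicate 2, which had 0.999 times the depth of Control replicate 1. TGF-β1 replicate 2 was the shallowest library, at 0.915 times that depth, where the rows were at least 2-fold lower. The rows were also shorter, with a median length of 1348 nt against 2672 nt for tested rows. The draws did not separate GC content from length. A GC-dependent loss during library preparation in a shared batch may explain the lower values, and a loss tied to length stays open. The selection of these rows makes a large spread within groups, and over all libraries 0 of the 45 were called (0 also at an unadjusted p under 0.05), 7 with replicate 2 as a batch term and 13 in replicates 1 and 3 alone. Junb is an example. It was listed at 36.9, 7.88 and 27.4 FPKM in Control and at 125.2, 1.23 and 125.3 FPKM with TGF-β1, and its adjusted p of 0.773 became 0.0033 in replicates 1 and 3 (log2 change 1.95), with 0.0033 to 0.998 over its alternatives. Its log2 change turned negative without TGF-β1 replicate 1 or 3. Hspg2 (adjusted p 0.663, and 0.0103 in replicates 1 and 3, with a range of 0.0103 to 0.978 apart from the rescaling to a common sum) and Fstl3 (0.205 and 0.0022, with a range of 0.0022 to 0.461) followed the same course, although Hspg2 is not among the 45. These genes were picked for low values in replicate 2, so calls among them say nothing of GC-rich genes in general.

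The change between groups also fell with GC content across genes. Spearman's rho was -0.206 over 10080 rows, and the median log2 change went from 0.20 in the bin of 10 with the lowest GC content to -0.26 in the highest. The loss in replicate 2 is not the whole cause, since rho was still -0.137 in replicates 1 and 3. The trend is not the source of most calls either, because 89.7% of calls stayed when it was removed. A technical difference between groups and a biological one remain open for the trend itself.

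Very short RNAs gave the largest fitted changes. Of 73 rows with an absolute log2 change of at least 4, 45 were under 200 nt. The median SD of all 136 rows under 200 nt between Control replicates was 5.24 log2 units, against 0.15 in rows of 300 nt or longer, so a handful of fragments divided by a very short effective length may set these values. Only 9 of the 136 rows were called. Mir5105 was listed at 2.80e+08 to 2.64e+09 FPKM in 4 libraries and at 0 in both replicate 2 libraries. A size selection that differed by batch was not tested.

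Fewer genes were detected with TGF-β1. Lower depth was argued against, because TGF-β1 replicate 1 had 1.02 times the depth of Control replicate 3 and still fewer detected genes, 9535 against 9855. A larger share taken by a few abundant genes was also argued against, since scaling on the typical gene left a difference of -260 genes. A narrower set of expressed genes after TGF-β1 stays open as a hypothesis.

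Genes of the kidney tubule lineage were high in Control cells. Cdh16 was at 130 ± 16.1 FPKM, Pax8 at 120 ± 15.4, Cldn2 at 32.5 ± 0.831 and Pax2 at 29.4 ± 2.0 FPKM (SD, n = 3). With TGF-β1 they fell to 6.30, 27.1, 0.579 and 10.4 FPKM, and each was lower in 3 of 3 libraries. Of the 26 matched epithelial markers, 9 had a mean FPKM of at least 1. Epithelial cells in the Control cultures would bring keratins and E-cadherin, but Krt8, Krt18 and Cdh1 reached at most 0.386 FPKM in any Control library, and Krt18 rose with TGF-β1 to 1.57 FPKM. The GC and length trend was argued against, since the list's median change was -1.91 with the trend removed. The values are consistent with expression of these genes in the cultured cells themselves and a loss with TGF-β1, as a hypothesis. Cells of another tubule type that lack these keratins were not tested. Nor was a tubule origin of the cultured cells, which the paper describes as mesangial.

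Cholesterol synthesis and ATF4 genes rose together. With the trend in GC content and length removed, their medians were 1.82 and 1.59, so the trend was argued against. Atf4 itself rose from 130 ± 36.4 to 370 ± 13.3 FPKM (limma adjusted p 0.00118). In the ATF4 list 33 of 36 tested genes rose, Trib3 among them. A response to amino acid demand may therefore explain the rise of Trib3 without a regulation of that gene alone, but nutrient use in the cultures was not tested.

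Within lists, some members moved far apart. Ifit3 fell by 4.15 while Isg15 rose by 2.51 on the log2 scale, and Mylk fell by 3.04 while Cnn1 rose by 3.17. The interferon list had a median of -0.02, with 6 of 17 genes called, and the sign of the median changed under 8 alternatives.

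Rian, a noncoding gene of the imprinted Dlk1-Dio3 region, rose from 1.48 ± 0.177 to 5.57 ± 0.213 FPKM (limma adjusted p 1.41e-04). A shared rise of the region's noncoding genes would also raise Meg3, whose adjusted p was 0.263. It fell under 0.05 with replicate 2 as a batch term, within replicates 1 and 3, and without TGF-β1 replicate 2 (0.0347), with a range over its alternatives of 0.0347 to 0.618 apart from the rescaling to a common sum. Meg3 had a positive log2 change in every setting tried, at 0.138 to 0.536. Its call depended on the replicate 2 libraries, at 11.1 FPKM in Control and 12.2 FPKM with TGF-β1, each below the rest of its group. A shared rise with Rian stays open. The study also listed upregulated microRNAs, measured in other libraries. Whether any of them come from this region was not examined here. Mirg was not used here, and Rtl1, Dlk1 and Dio3 were under the filter. Without the filter, 2 of the 5 matched genes of the region were called, 1 higher and 1 lower.

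Chromosome medians of the log2 change reached at most 0.14 in absolute value, on chromosome 1, where a change from 2 to 3 copies would give 0.58. A difference in chromosome number between groups was thus argued against. The median differed from the other genes (adjusted p under 0.05) on 7 of 20 chromosomes, and on 2 with the GC and length trend removed. Xist was at most 0.216 FPKM in every library, and the Y-linked Kdm5d (3.06 to 3.91 FPKM), Uty and Eif2s3y were present in all 6, so the libraries show no difference in sex between the groups.

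Expression ran opposite to DNA methylation in 53.1% of the 32 changed genes (95% Wilson interval 36.4 to 69.1%, counting error only), which includes the 50% of unrelated directions.

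There were 22 genes that moved from rank 1 to rank 4 here, where genes with a mean FPKM under 1 were left out. That is higher than the value quoted from the study above. Without this filter it was 11 genes, which is close to that value. From rank 1 to rank 5 there were 6 genes, and 4 without the filter. The study found no such gene. Among the 6 were AC127366.1 (126 nt) and Mir3074-1 (117 nt), short RNA rows listed at 0 in every Control library. The log2 change of Syn1 was 2.42, and the log2 ratio of its mean FPKM was 3.04, from 1.53 ± 0.158 to 12.6 ± 0.536 FPKM. Both are lower than the value quoted from the study above. The study gave Syn1 under a transcript identifier of another annotation. The row here names only 1 of the 3 transcripts annotated for Syn1, so the values may not describe the same transcript. Syn1 was not listed at 0 in any Control library. It overlaps Araf, Timp1 and Gm15029 on the opposite strand, so its values are uncertain. Tnfrsf11b was listed at 0 in every Control library, so no fold is defined for it here.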
